A study of Zea mays and Triticum urartu with 3 samples. Its data were reported in "Back-spliced RNA from retrotransposon binds to centromere and regulates centromeric chromatin loops in maize" (2020).

How the data were processed

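RNA was measured in 3 sequencing libraries from young leaves, with 1 library in each group. The B73 RIP library held RNA that was precipitated from maize inbred line B73 with an antibody to CENH3, the histone H3 variant of centromeric nucleosomes. The B73 input library held RNA of the same line and tissue without the antibody named in its labels. The TMU38 library held RNA of the wild diploid wheat *Triticum urartu* and was described as an lncRNA library. The labels give all 3 samples the same extraction text, which describes precipitation with the anti-CENH3 antibody, but name an antibody for the RIP sample only, so how the wheat library was made is unclear from them. Groups were taken from the sample titles.

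The deposited values were FPKM per locus, which the authors made with Cufflinks, together with lower and upper confidence limits of each FPKM. The submitters' processing notes named CASAVA, TopHat2 2.0.12 and Cufflinks, and the Cufflinks version was not given in the sources used here. Per the labels, the genome build was B73 RefGen_v4. The wheat loci carried chromosome names Tu1 to Tu7 and TuG1812 gene identifiers, so their build was another one, which was not given in the sources used here. Each table listed annotated genes beside loci that had been assembled in that library alone. FPKM is scaled to the fragments of its own library and to an effective transcript length, so it depends on what else was sequenced and rises steeply at loci near the fragment length. No raw count was used. Assembled RIP loci carried the prefix B73-RAC, which differs from the sample's label, and the RIP table listed no chloroplast locus, unlike the input table. Whether both maize tables were made and filtered alike was not given in the sources used here, and a difference would bear on loci seen in only 1 of them and on all ratios.

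Locus starts in the tables counted from 0. Of 127 organellar genes, 85.0% had an end minus start that was a multiple of 3, against 7.09% after 1 was added. Starts are given here counted from 1.

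Maize loci of the libraries were paired first by identifier or identical coordinates, then by the greatest reciprocal overlap of at least 0.5, each locus being used once. This gave 43964 pairs, of which 98.0% had identical coordinates and 34080 included an annotated gene. The ratio was log2((RIP FPKM + 1)/(input FPKM + 1)), so a ratio of low loci is understated. Pairs with a mean FPKM of at least 1 over both libraries entered the counts, and a ratio of 1 or more, or −1 or less, was called 2-fold higher or lower. No p-value was computed, since each group had 1 library and loci are not replicates. Intervals of medians are 95% rank intervals over loci and describe the spread of loci within these libraries.

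The number of fragments behind each FPKM was derived from the deposited limits as (2 × FPKM/(upper limit − FPKM)) squared, on the reading that the limits lie 2 SDs of a Poisson count from the FPKM. The result was whole within 0.02 at 58.4% of the RIP loci above 0, 56.5% of the input loci and 67.3% of the wheat loci. These values are called implied fragments. Their sums cover listed loci only and are not the number of reads sequenced. Ratios of implied fragments used pairs with 20 or more fragments in sum and were divided by no library total, except in an alternative that used the merged-fragment totals quoted from the study.

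Windows, gene lists, thresholds and the rule for named genes were fixed before the data were examined. The windows were 2.5 Mb on each side of the centromeric genes named by the study, and, on each of the 10 maize chromosomes, the 10-Mb window with the fewest listed genes in 1-Mb steps, outside the outer 10 Mb. The second kind is a stand-in for the centromere region. It counted genes listed under an annotated identifier in either maize library, so loci assembled in both were not counted and its position depends in part on these libraries. For each list or window, the median ratio was placed among 10000 random lists of the same size, matched on mean FPKM in 20 bins. The named loci were the 12 highest and 12 lowest ratios among nuclear pairs that spanned at least 300 bp, had a mean FPKM of at least 10 and had limits that did not overlap. The study's own genes were named whatever their values, as were the 4 members of a list and the 6 of a window kind with the highest mean FPKM and the 10 highest wheat loci of at least 300 bp. The lists and windows are shown by a few of these members.

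The files do not pair the maize or wheat identifiers with gene names. A reference table of another assembly (Zm-B73-REFERENCE-NAM-5.0) matched 0 of 33885 Zm00001d identifiers and only the 142 microRNA genes. Of 19 gene lists, 17 therefore had no member that was matched, and only the chloroplast and mitochondrial lists, which rest on chromosome names, were used. For the same reason at most 2 identifiers are printed for each direction, and other loci are given by position. No centromeric repeat, splice junction or read sequence was analysed here.

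Implied fragments, their use as the basis of ratios, the classes of loci seen in only 1 library and the span-matched random lists were added after the data were seen. Alternatives covered the pseudocount, the filter on low values, the scaling of the libraries, locus length, the deposited limits, the pairing and the window size. The calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The pairing and the fragment ratios were tested on 45462 simulated RIP and input loci. There, 99.996% of the loci were paired with their own partner, loci raised 4-fold had a median log2 fragment ratio of 1.96, and loci lowered 4-fold had −1.99. Every simulated locus had a true partner, and each simulated library had a single FPKM scale. The simulation therefore tested neither the FPKM ratios nor loci assembled in only 1 library. Of 100 random lists of unchanged loci, 96 lay within the central 95% of their matched lists. Intervals of shares are 95% Wilson intervals and cover counting error only, as do the deposited limits.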

Results

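To describe RNA held by centromeric chromatin, RNA precipitated with the anti-CENH3 antibody was compared with input RNA of maize B73 leaves, and a leaf library of *T. urartu* was described on its own. The RIP table listed 45374 loci, of which 27717 were annotated genes and 17657 were assembled from the reads. The input table listed 46011 loci, with 32580 annotated and 13431 assembled. FPKM was above 0 at 27562 RIP loci and 18833 input loci. It was at least 1 at 2147 RIP loci and 14291 input loci, and the median FPKM of loci above 0 was 0.0900 in RIP and 2.44 in input. The listed loci held about 472295 implied fragments in RIP and 744101 in input, and 5866 and 7247 loci, respectively, had 10 or more. Each group was a single library, so no difference below has a replicate check.

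The fragments were unevenly spread in both maize libraries. In input, an assembled locus of 10105 bp on chromosome 10 (10:35055011-35065115) had 50621 FPKM and held 49.6% of all implied fragments. In RIP, the highest share was 4.99%, at the locus of Zm00001d019137 on chromosome 7. The 10 loci with the most fragments held 28.0% of the RIP fragments and 65.0% of the input fragments. Chromosome 10 held 54.2% of the input fragments and 5.17% of the RIP fragments.

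The ratio of RIP to input was then examined at paired loci, to ask which RNAs were relatively abundant in the precipitate. Of 9066 pairs with a mean FPKM of at least 1, 95 (1.05%) were at least 2-fold higher in RIP and 8665 (95.6%) were at least 2-fold lower. The median log2 ratio was −2.06 (95% rank interval −2.08 to −2.05), with quartiles of −2.71 and −1.64. Median FPKM at these pairs was 0.172 in RIP and 4.11 in input, and 725 pairs were listed at 0 in RIP and 40 in input. A pair at or below this RIP median could pass the filter only through input, and was then always counted as lower. The lower count was thus set in large part by the filter. Without it, 11094 of 27823 pairs were at least 2-fold lower. The deposited confidence limits were apart at 76 of the higher and 6920 of the lower pairs. Relative to the median, 444 pairs lay at least 2-fold above it and 1535 at least 2-fold below it.

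The size of these ratios, and the direction of part of them, changed with the scaling. By implied fragments, divided by no library total, 4386 pairs with 20 or more had a median log2 ratio of −0.30 (−0.34 to −0.25), with 838 (19.1%) higher and 1236 (28.2%) lower. Of the 8665 lower pairs, 3783 had 20 or more fragments, and 1329 of these (35.1%) had a fragment ratio of 0 or above on the log2 scale. Dividing the fragments by the merged-fragment totals quoted from the study, in which RIP was the deeper library, put the median at −1.26, with 432 pairs higher and 2525 lower. The higher pairs made up 1.08% of the called pairs with the deposited FPKM. They made up 34.9% after both libraries were rescaled to the same FPKM sum, 33.8% when organellar loci were also left out, 65.5% after division by the upper quartile, 40.4% by fragments and 14.6% by fragments divided by the merged-fragment totals. The FPKM sums behind the rescaling rested largely on short loci. Loci under 150 bp with 5 or more fragments held 26.5% of the sum in RIP and 68.8% in input. They held only 0.0932% and 0.240% of the fragments. At 1233 annotated genes with whole numbers of at least 3 fragments in both libraries, RIP had 35.9-fold more fragments per FPKM than input at the median, with 10th and 90th percentiles of 9.93 and 76.3. Ratios below are therefore read against the median of all pairs.

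**Figure D1:**
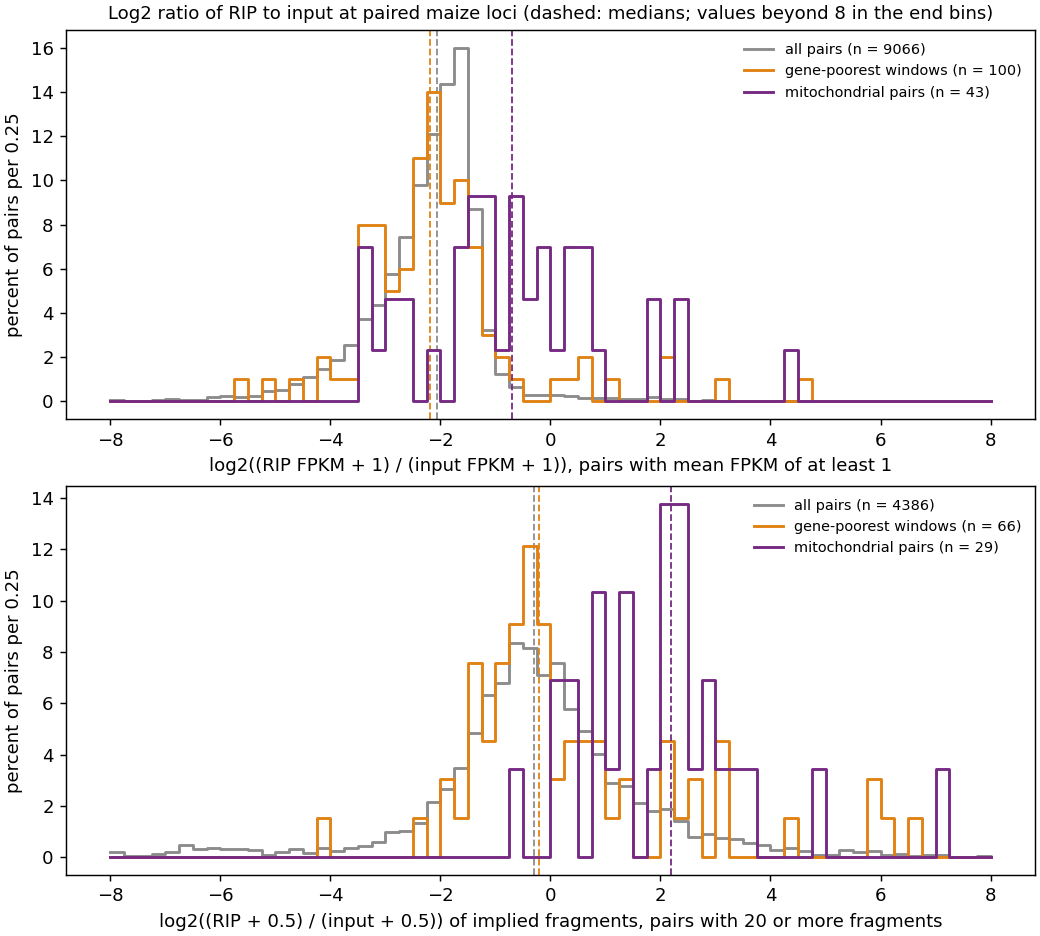
Distribution of log2 RIP/input over paired maize loci, by FPKM with a pseudocount of 1 and by implied fragments, as percent of pairs in each bin. The dashed lines mark medians, which were −2.06 by FPKM and −0.30 by fragments for all pairs, and −0.69 and 2.19 for mitochondrial pairs.

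Among 701 eligible nuclear pairs, the 12 highest log2 ratios ran from 1.97 to 6.05. The highest was Zm00001d019137 (7:18698220-18701051), with 8802 FPKM in RIP (limits 8687 to 8917) and 132 in input (97.8 to 166). Zm00001d018162 (5:215762130-215764237) had 36.5 FPKM in RIP (31.3 to 41.7) and was listed at 0 in input. A locus at 5:112106684-112107278 had 76.4 FPKM in RIP and 7.84 in input. Longer loci were found at 6:126730484-126750885, with 156 against 22.4 FPKM, and at 2:239399094-239421613, with 140 against 28.1. A locus at 5:143066641-143068060 had 839 FPKM in RIP and 182 in input.

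The 12 lowest log2 ratios ran from −14.71 to −6.99. The lowest pair was at Zm00001d023040 (10:3776616-3790816), with 0.448 FPKM in RIP (0 to 1.08) and 38699 in input (38106 to 39291). Zm00001d001457 (6:156813993-156815493) was listed at 0 in RIP and had 506 FPKM in input (183 to 829), from 9.79 fragments. Of the 12, 10 had 20 or more fragments, and 8 of these were at least 2-fold lower by fragments. The other 2 were not, and 1 of them, the locus at 10:2239386-2239753, with 47.0 FPKM in RIP and 6300 in input, had 396 and 596 fragments.

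The genes that the study placed in or near centromeres were examined next. Its text lists Zm00001d030471 both among the active genes that were enriched and among the unexpressed genes that were not. Zm00001d004256 (2:97279244-97293487) had 3.35 FPKM in RIP (2.38 to 4.33), from 47 fragments, and was listed at 0 in input. At Zm00001d030471 (1:135204206-135245514), the locus with the gene's coordinates had 0.0310 FPKM in RIP (0 to 0.118) and was listed at 0 in input. Shorter assembled loci lay inside this gene in both libraries. In RIP, 3 of them had 1.65, 1.11 and 2.48 FPKM, which brought the gene to 63.9 implied fragments. In input, 3 others had 73.8, 22.8 and 17.4 FPKM, with 43 fragments in sum. No maize locus carried the identifier of Zm00001d004248, an unexpressed centromeric gene of the study, or of Zm00001d007960, a maize relative of a TCP-1 chaperonin gene. An assembled locus can carry another identifier, as at Zm00001d030471 in RIP, so whether these genes had a value is not known.

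Within 2.5 Mb of Zm00001d030471 (1:132.72-137.72 Mb), RIP had 5417 implied fragments and input 379. The loci in this window covered 21.5 kb in RIP and 2.11 kb in input among those with 10 or more fragments, with means of 251 and 176 fragments per kb. In RIP, 15 of 16 such loci had no overlapping input locus above 0, whereas all 4 input loci overlapped a RIP locus above 0. For the 3 input loci inside Zm00001d030471, this was the locus of the whole gene at 0.0310 FPKM. The RIP fragments came mainly from 1:137111656-137116433, with 49.1 FPKM (47.4 to 50.8), and 1:137052994-137057406, with 25.5 FPKM (24.2 to 26.8). The locus detected in both libraries, 1:132949477-132950099, had 104 FPKM in RIP (90.4 to 119) and 392 in input (349 to 435). Around Zm00001d004256 (2:94.79-99.79 Mb), RIP had 207 fragments and input 142, and the libraries did not differ in the same way. There, 6 of 9 RIP loci and 7 of 10 input loci with 10 or more fragments had no partner above 0, and the means were 4.61 fragments per kb in RIP and 7.45 in input.

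Both windows together held 1.23% of the nuclear fragments in RIP and 0.0728% in input. When the locus with the most fragments in each library was left out of the total, the shares were 1.30% and 0.150%, and without the highest locus of the windows as well they were 0.548% and 0.0558%. Only 7 pairs in these windows had a mean FPKM of at least 1, of which 1, Zm00001d004256, was higher and 6 were lower. Their median log2 ratio was −2.77 (−3.23 to 2.12), at percentile 24.6 of random lists matched on mean FPKM, so no shift of paired loci was detectable there.

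**Figure D2:**
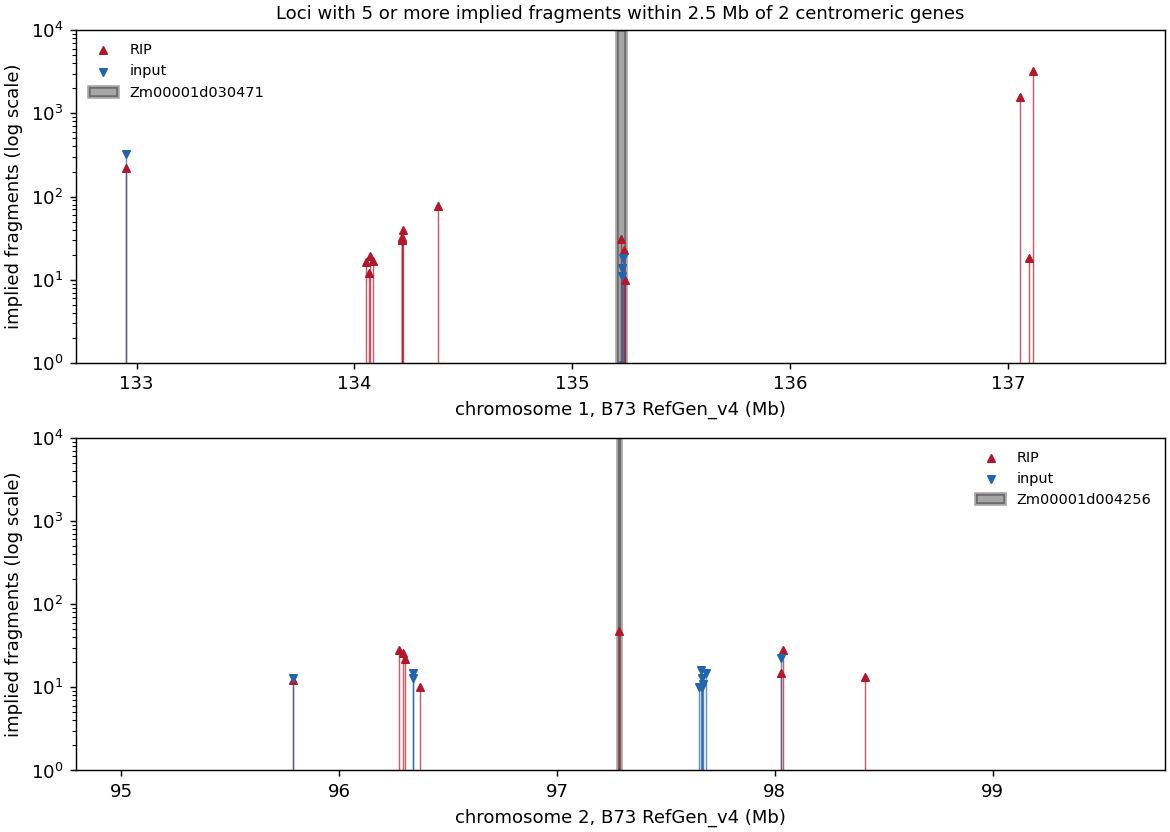
Implied fragments (log scale) of loci with 5 or more, within 2.5 Mb of Zm00001d030471 on chromosome 1 and of Zm00001d004256 on chromosome 2, by position in Mb, in RIP and input. The 2 highest RIP loci on chromosome 1 had 3270 and 1561 fragments and no input locus above 0 at the same place.

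The comparison was extended to the gene-poorest 10-Mb window of every maize chromosome. In these 10 windows, RIP had 16126 implied fragments, 3.53% of its nuclear total, and input had 5155, or 0.719%. When the locus with the most fragments in each library was left out of the total, the shares were 3.73% and 1.48%, and without the highest locus of the windows as well they were 2.66% and 1.38%. Loci with 10 or more fragments covered 897 kb in RIP and 935 kb in input, with means of 17.4 and 5.10 fragments per kb. The median per locus went the other way, with 17.7 fragments per kb in RIP and 28.6 in input. In RIP, the window with the most fragments was on chromosome 9 (51 to 61 Mb), with 5272 against 231 in input, and 4735 of the 5272 came from 9:57391597-57393895. In input, it was on chromosome 8 (46 to 56 Mb), with 1240 against 2373 in RIP. On chromosome 7 (60 to 70 Mb), input had more, with 114 against 90.8 in RIP.

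At 100 paired loci of these windows, 5 were higher in RIP and 88 lower, and relative to the median of all pairs 12 lay at least 2-fold above it and 19 below. Their median log2 ratio was −2.19 (−2.34 to −1.91), against −2.41 for random lists matched on mean FPKM, at percentile 99.4. Matching on locus span instead gave percentile 25.5, and implied fragments gave a median of −0.20 at percentile 49.2 (66 pairs), so paired loci of the windows did not stand apart once span or fragments were used. Examples were the loci at 6:53614251-53619902, with 118 FPKM in RIP and 25.3 in input, and 10:49667977-49670160, with 5.79 and 220. A locus at 2:100186441-100187797 had 77.3 FPKM in RIP (72.6 to 82.1) and 53.3 in input (44.9 to 61.7).

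Mitochondrial loci held 3.38% of the RIP fragments and 0.432% of the input fragments, or 3.56% and 0.857% without the locus with the most fragments in each library. Of 43 mitochondrial pairs, 24 lay at least 2-fold above the median of all pairs and 4 below it. Their median log2 ratio by FPKM was −0.69 (−1.41 to −0.09), against −2.84 for random lists matched on mean FPKM (central 95% −3.14 to −2.49), at percentile 100. The sign of this median depended on the scale, being positive without a filter on low values (0.27), after rescaling to the same sum (2.63), after division by the upper quartile (3.06), by fragments (2.19) and by fragments divided by the merged-fragment totals (1.23). The locus at Mt:400085-403753 had 106 FPKM in RIP (104 to 108) and 172 in input (162 to 182). At Mt:330767-335518 the values were 91.6 and 110, and at Mt:441542-442755 they were 36.8 and 21.8. The locus at Mt:348199-348528 lay below the median of all pairs, with 5.65 FPKM in RIP (1.38 to 9.91) and 58.8 in input (24.9 to 92.8).

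Chloroplast loci were listed in the input table only. There, 50 of 54 were above 0 and held 23954 implied fragments, or 3.22% of the library, with 889 FPKM (853 to 926) at the annotated gene with the highest value (Pt:75623-77189). The RIP table analysed here listed no chloroplast locus, not even at 0, so no level in RIP and no direction can be given. Of 142 microRNA genes listed in each maize table, 1 was above 0 in RIP and none in input. It was zma-MIR169i (4:49299338-49299528), with 10.5 FPKM (0 to 21.0) from 4 fragments, with a lower limit that reached 0.

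Loci above 0 in only 1 maize library enter the ratios only where they were paired with a locus listed at 0 in the other. They were counted after the data had been seen. Of the loci with 10 or more fragments, 1044 of 5866 (17.8%) in RIP and 1051 of 7247 (14.5%) in input overlapped no locus above 0 in the other library. Of these, 354 in RIP and 185 in input overlapped a locus listed at 0 in the other. The counts include organellar loci, and chloroplast loci of input could have no partner. Among nuclear loci they were 1028 of 5803 in RIP and 1004 of 7155 in input. With 50 or more fragments there were 58 such nuclear loci in RIP and 56 in input. The study windows and the gene-poorest windows together, 4.97% of the length of the chromosomes, held 18 of the 58 RIP loci (31.0%, 95% interval 20.6% to 43.8%) and 1 of the 56 input loci (1.79%, 0.316% to 9.45%). With 10 or more fragments the shares were close to each other, at 8.95% in RIP and 8.27% in input.

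**Figure D3:**
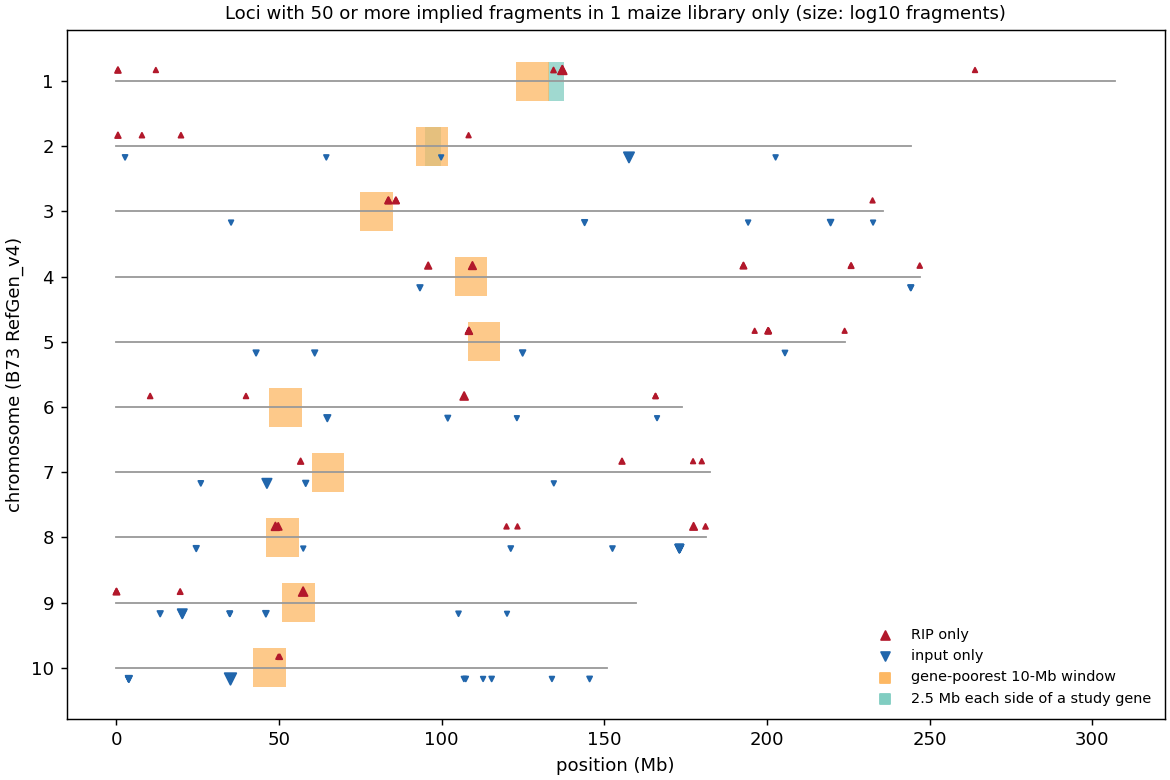
Positions in Mb on the 10 maize chromosomes of nuclear loci with 50 or more implied fragments that were above 0 in RIP only or in input only, drawn larger with more fragments, over the fixed windows. The windows held 18 of 58 RIP-only loci and 1 of 56 input-only loci.

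The *T. urartu* library was described without a comparison, since it was the only wheat library. It listed 45337 loci, of which 22949 were above 0 and 19201 had at least 1 FPKM, with a median of 7.18 FPKM above 0 and about 9863549 implied fragments. Gene identifiers were given for 37398 loci, and 11262 of these had at least 1 FPKM. The other 7939 loci had no gene identifier and a median span of 270.0 bp, and 60.5% of them spanned less than 300 bp. They held 8.05% of the fragments, with a median of 23 per locus. Chromosomes Tu2 and Tu5 held 25.3% and 21.6% of the fragments.

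The wheat genes with the highest FPKM were a pair on chromosome 5. TuG1812G0500001981.01 (Tu5:347701038-347702249) had 17006 FPKM (16944 to 17068) and TuG1812G0500001978.01 (Tu5:347398644-347399864) had 16880 (16818 to 16941). Most fragments lay at Tu7:700664736-700668258, with 5329 FPKM and 4.32% of the library, and 10 loci held 24.6% of the fragments. The highest FPKM values did not belong to abundant RNA. The 10 highest loci of at least 300 bp had no gene identifier and 23 to 28 fragments each, and the first of them (Tu6:541140135-541140513) had 9296340 FPKM from 28 fragments. They belonged to 708 loci without a gene identifier at about 332000 FPKM per fragment, which made up 90.1% of the FPKM sum and 0.128% of the fragments.

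**Figure D4:**
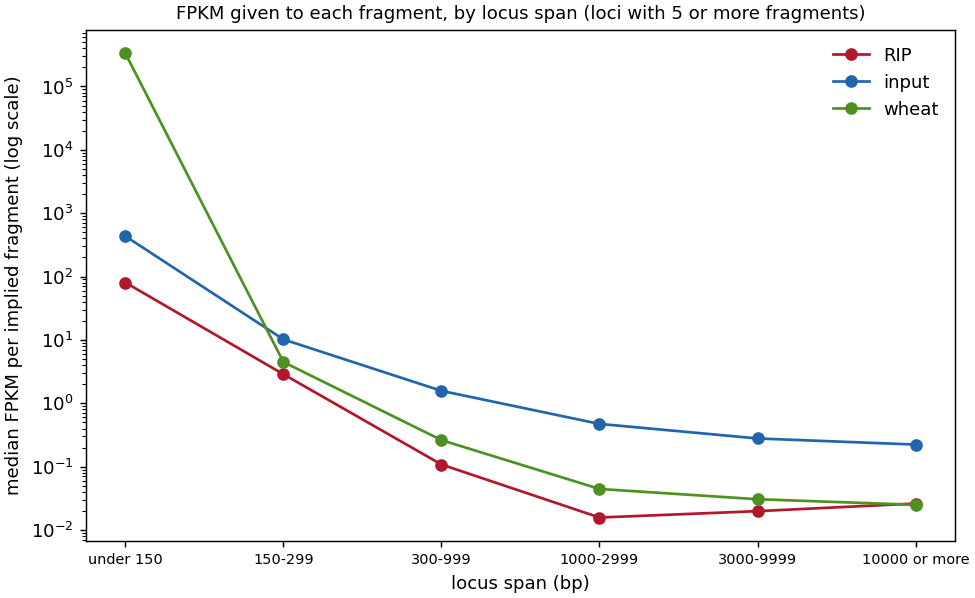
Median FPKM per implied fragment (log scale) against locus span in bp, for RIP, input and wheat loci with 5 or more fragments. Below 150 bp the medians were 80.5 in RIP, 434 in input and 332011 in wheat, and from 1000 to under 3000 bp they were 0.0157, 0.473 and 0.0445.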

Values the study reported

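The study counted 26,400,191 merged fragments in the RIP data and 13,603,923 in the input data. Of these, 8,969 RIP fragments and 674 input fragments were nonspliced reads of the CRM1 element. It described 2 active centromeric genes, Zm00001d030471 and Zm00001d004256, as enriched in the RIP data, and also listed Zm00001d030471 among 2 unexpressed genes that showed no enrichment.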

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

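The class of RIP-only loci and the tests on the number of listed genes and on repeats were chosen after the result was seen, and only the test for an even spread of DNA was written before its value was known.

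Several signals lay in loci that had no locus above 0 at the same place in the other maize library. They were not paired with a locus listed at 0 either, so no ratio of RIP to input uses them. The RIP locus at 9:57391597-57393895 had 156 FPKM (152 to 161) from 4735 fragments. The locus at 1:137111656-137116433 had 49.1 FPKM, and its neighbour at 1:137052994-137057406 had 25.5. The locus at 8:48874623-48875754 had 86.4 FPKM (81.3 to 91.5). The locus at 6:106902982-106905857, with 33.9 FPKM from 1315 fragments, lay outside all fixed windows, 49.9 Mb from the gene-poorest window of its chromosome.

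In input, the locus at 10:35055011-35065115 with 49.6% of the fragments had no RIP locus above 0. The 23954 input fragments on chloroplast loci also had no counterpart, since no chloroplast locus was listed in RIP.

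RIP-only loci of 50 or more fragments may come from RNA of centromeric chromatin, since 18 of 58 lay in the fixed windows against a mean of 3.48 and a maximum of 11 in random draws of 58 from the 565 nuclear RIP loci with as many fragments. A shortage of listed genes in the windows is argued against at this size only, by the input-only loci, of which 1.79% lay there: from 10 fragments, the windows held 8.27% of the input-only loci against 2.19% of other input loci, close to 8.95% and 2.28% in RIP. An even spread of DNA from the precipitated chromatin predicted a higher share above 0 in RIP inside the windows, among genes at 0 in input. The test used such annotated genes that had the same identifier in both libraries. Of these, 28.5% inside (89 of 312, 23.8% to 33.8%) and 35.0% outside were above 0 in RIP, so the prediction failed for them. Genes assembled from RIP reads under another identifier, such as Zm00001d018162, were left out. The reverse shares, for genes listed at 0 in RIP, were also lower inside (5.51% against 6.37%). This does not decide on DNA, since some genes with RIP fragments were left out in this way. The gene-poorest windows are also only a stand-in for centromeric chromatin. The 2 RIP-only loci of chromosome 1 named above lay 4.06 and 4.11 Mb outside the gene-poorest window. Only 1 of the 18 loci had a whole number of fragments, against 58.4% of all RIP loci above 0, so implied fragments are less certain at these loci. Reads shared between copies of a repeat stay open, because they would give this and assembly into several isoforms gives the same. DNA from the precipitated chromatin, evenly spread or at single positions, and a difference in how the tables were filtered also stay open. The 58 loci fell into only 38 clusters, of which 8, on 7 chromosomes, reached the windows. The random draws were of single loci and not of clusters, so the contrast with them may be overstated.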

How the results depend on the processing

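The alternatives with implied fragments, divided by totals or not, shared identifiers, loci above 0 in both libraries, a reciprocal overlap of 0.9 and RIP-only loci were chosen after the data were seen. No paired analysis was possible because each group had a single library. The cause of the changes below was not tested unless stated.

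Of the recomputed values, 25 stayed within 1.5 times the reported count or inside the 95% interval of the reported value, which is wide for lists of few pairs, 40 moved further and 6 changed sign. The counts of 95 higher and 8665 lower pairs became 48 and 3185 with a pseudocount of 5 FPKM, and 47 and 1736 with a mean FPKM of at least 5, where only 1858 pairs remained to be counted. Without a filter 158 were higher and 11094 lower, of 27823 pairs. The lower count thus stayed within 1.5 times, while its share of the pairs fell. Rescaling to the same sum gave 960 higher and 1791 lower, leaving out organellar loci first gave 918 and 1801, division by the upper quartile gave 1382 and 728, implied fragments gave 838 and 1236, and fragments divided by the merged-fragment totals gave 432 and 2525. Pairs with a shared annotated identifier gave 61 and 2240 of 2382 pairs, and pairs above 0 in both libraries gave 55 higher.

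The median of all pairs (−2.06) became −4.04 with a pseudocount of 0.1, −0.79 with 5, −0.58 without a filter and −3.49 with a mean FPKM of at least 5. It was −0.31 after rescaling to the same sum, −0.31 when organellar loci were also left out, −0.30 by fragments, −1.26 by fragments divided by the totals and 0.030 after division by the upper quartile, and −2.10 and −2.04 for shared identifiers and for loci above 0 in both. The mitochondrial median (−0.69) became 0.27 without a filter, 2.63 after rescaling, 3.06 by the upper quartile, 2.19 by fragments and 1.23 by fragments divided by the totals. It has no value once organellar loci are left out.

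The median around the study's genes (−2.77) became −4.86 with a pseudocount of 0.1, −0.026 without a filter (22 pairs, percentile 81.2) and −2.40 with 5 Mb on each side (20 pairs, percentile 70.1), and windows of 1 Mb on each side held too few pairs for a value. That of the gene-poorest windows (−2.19) became −2.36 in 5-Mb windows (percentile 96.05), −3.73 with a pseudocount of 0.1 (99.94) and −0.36 without a filter (99.99). In 20-Mb windows it was −2.12 (99.97). These percentiles are among lists matched on mean FPKM. The median of these windows was −0.20 by fragments and −1.16 by fragments divided by the totals, both at percentile 49.2 among lists matched on fragments. At thresholds of 0.1 and 5 FPKM, 12841 and 400 RIP loci passed, and 5634 input loci passed at 5. The share of RIP-only loci in the windows was 8.95% from 10 fragments, 47.8% from 100 and 57.1% from 200. Depth limits all ratios of single loci, since 5866 RIP and 7247 input loci had 10 or more fragments.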

Other observations

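The counts near chromosome ends and the tests on the patterns below were chosen after the results were seen.

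Of the 58 RIP-only nuclear loci with 50 or more fragments, 9 lay within 1 Mb of a chromosome's start or of its last listed locus, against 0 of 56 input-only loci. The share among other RIP loci of this size was not computed, so no excess at the ends can be stated. On chromosome 8 the last listed locus was itself RIP-only (8:181121938-181122463). An example was 9:1573-2755, with 15.7 FPKM (13.6 to 17.9) from 220 fragments, which had RIP-only neighbours at 9:3001-4476 and 9:8168-9251. Other RIP-only loci inside the gene-poorest windows were 4:109453691-109459424 (9.39 FPKM), 8:49736649-49737175 (118 FPKM), 5:108357823-108358944 (31.1 FPKM) and 3:83641379-83646077 (4.19 FPKM). Among input-only loci, 2:157586170-157586941 had 51115 FPKM and 9:20239483-20239787 had 39247. A group of 4 input-only loci of 301 to 306 bp lay within 8:173051331-173130875, with 8673, 8818, 4402 and 6557 FPKM.

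Most maize pairs with a mean FPKM of at least 1 had a lower FPKM in RIP than in input. The size of this depended on the filter, with a median log2 ratio of −0.58 without it. Without a pseudocount, pairs above 0 in both libraries had a median log2 ratio of −4.60 by FPKM. At the 1233 annotated genes with whole numbers of fragments, RIP had 1.12-fold as many fragments as input at the median, while FPKM was 28.6-fold higher in input. At these genes most of the lower FPKM thus lay in the FPKM given to each fragment. The authors' normalization, with less FPKM given to each fragment in RIP, may account for all or most of the lower FPKM. The median log2 ratio by implied fragments was −0.30 without a library total, 0.35 when divided by the sum of nuclear fragments, −0.62 when the top locus of each library was left out of that sum and −1.26 when divided by the merged-fragment totals. The choice of depth thus leaves open how much lower RIP was beyond this, if at all. Loci of 300 bp or longer made up 8929 of the 9066 pairs, so their median of −2.06 could hardly differ from that of all pairs. Short loci with inflated FPKM were thus too few among the pairs to set the median. What sets the FPKM per fragment in RIP stays open, and no biological explanation was tested.

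Mitochondrial loci lay above nuclear loci in the ratio of RIP to input. Locus length is argued against by percentile 100 among random lists matched on span, and the authors' normalization by the fragment median of 2.19, at percentile 100 among lists matched on fragments. A difference between the libraries in organelles carried along, or in how chloroplast reads were treated, may still account for it. The deposited values do not tell these apart, and the chloroplast loci listed only in input give no ratio.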
